A study of Mus musculus with 6 samples.

How the data were processed

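RNA was sequenced from regulatory T (Treg) cells, the CD4 T cells that restrain immune responses and are marked by the transcription factor Foxp3. The cells came from mouse spleen. Per the labels' protocols, red blood cells were lysed, CD4 cells were enriched on magnetic columns, and cells positive for both CD4 and the fluorescent protein YFP were collected by flow sorting before RNA extraction and Illumina TruSeq library preparation. The labels give 6 libraries, 2 from each of 3 genotypes: wild type (WT), heterozygous for a knockout of Cdc42 (Cdc42+/-) and homozygous for it (Cdc42-/-). Genotype and replicate number were taken from the sample titles. The labels give neither the sex of the mice nor a batch or date.

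The authors deposited 2 tables, each with 14608 genes. One compares Cdc42+/- with WT and the other compares Cdc42-/- with WT, and the WT columns are in both. The labels and the file headers state no aligner, counting tool, genome build, annotation, strand setting or filter. Each library's column was matched to its sample through the sample description, and 0 columns of unknown sample were found. The headers give no unit for these columns. Their values are RPKM as computed by the authors, which was worked out from the deposited values: every value is a whole number of reads multiplied by a constant over a whole-number gene length and 1 total per library. Per the file headers, the tables also hold a mean per group. In the values this is a signal made by the authors, the reads divided by a size factor for each library and averaged over the libraries of a group. The deposited tables further hold the authors' fold change, its log2 value, and a p-value with an adjusted p-value per gene. The headers do not name the authors' test. Values from these comparisons are attributed to the authors' deposited table wherever they are given. Reads and fragments could not be told apart, and "reads" is used for both.

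Combining the RPKM columns with the group means gave back whole read numbers and gene lengths. In each library 100% of the values came out whole, and the WT reads recovered from the 2 tables differed at 0 genes. The recovery was first tested on 2957 simulated genes, of which 0 had a count that differed. The recovered libraries held 15911812 and 8556576 reads (WT replicates 1 and 2), 15341342 and 17796100 reads (Cdc42+/-), and 11053856 and 9123348 reads (Cdc42-/-). The 10 genes with the most reads held between 5.04% and 7.27% of a library. A group with at most 3 reads in every library was treated as at the detection floor, and a fold against it was computed against 3 reads and given as a lower bound. Such floors cover counting error only, because PCR copies are not independent molecules.

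The test design written before the data were examined assumed read counts. Because the tables hold RPKM, the planned fallback was used: limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) on log2(RPKM + 1), for genes with a mean of at least 0.5 RPKM, with the 6 libraries in 1 fit and Benjamini-Hochberg adjustment at 0.05. This left 12233 genes. Fold changes are therefore on the log2(RPKM + 1) scale, which understates the change of low genes. Each SE is limma's moderated standard error. The 3 gene lists were fixed before the data were examined: Treg identity (30 symbols, of which 29 were tested; 1 is an older symbol of another member), effector cytokines, granzymes and regulators (31 symbols, 21 tested), and proliferation (30 symbols, 30 tested). With a threshold of 5 RPKM, WT expressed 27 of the Treg identity genes, 8 of the effector genes and 10 of the proliferation genes. Other lists held 1, 3 and 0 of them. The lists were tested with limma's fry, two-sided, with adjustment over 9 tests (3 lists by 3 comparisons). The correlation of the fold changes of both knockout genotypes was set against 100 simulations of unchanged groups that share the WT libraries.

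Genes were named by a rule fixed before the data were examined. For each comparison, these were the 4 genes with the highest and the 4 with the lowest log2 fold change past the threshold, with a mean of at least 1 RPKM in the higher genotype and no overlap between the libraries of both genotypes. Predicted genes were skipped. If no gene passed, the 3 genes with the smallest p were named. Cdc42, Foxp3, Car1, Gata3 and Was were named whatever their values, and list members were named only past the threshold, at most 4 per list and comparison. The rule gave 31 genes, and the results of some of them, and of 1 further list, are not reported here. By gene ID, 31 of them matched the RefSeq annotation of GRCm38.p6, used here for names and overlaps only, and 13 overlapped another annotated gene. Because the strand setting of the authors' counting is not stated, reads of such genes may have been shared. No coordinates are given, since the build behind the tables is not stated.

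The limma and fry steps were tested on simulated libraries built from the gene means, library sizes and spreads of these data, with 200 genes changed in Cdc42-/-. With 1 spread for all genotypes, 87 of 100 genes changed 4-fold and 49 of 100 changed 2-fold were recovered, with 7 false calls among 12014 unchanged genes. With each genotype given its own spread, 75 and 28 of 100 were recovered, with 18 false calls among 11995 unchanged genes in Cdc42-/- against WT and 0 in Cdc42+/- against WT. In that setting, 9.08% of the unchanged genes had an unadjusted p under 0.05 in Cdc42-/- against WT and 1.53% in Cdc42+/- against WT, so that the shared fit was liberal for the first and strict for the second.

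The alternatives planned before the data were examined were median-of-ratios and upper-quartile scaling, no filter, a filter of at least 10 reads in every library, a pseudocount of 0.1, a fit of only the 2 genotypes compared, the replicate number as a block, a log2 fold change of at least 1, camera in place of fry, and leaving out each library. Some of these were also applied to results for which they had not been planned, such as upper-quartile scaling, no filter and a pseudocount of 0.1 for the lists. Chosen after seeing the data were voom on the recovered reads, limma's array weights, removal of trends with gene length and GC content (splines with 4 degrees of freedom in each library), and recovered reads thinned to the smallest library. GC content came from GENCODE M21 transcripts and was found for 99.4% of the genes. Count-model tests that had been planned for read counts were not run, since the deposited values are RPKM. They could have been run on the recovered reads, so what they would give is not known. Lists of marker genes for other cell types were also fixed before the data were examined, and lists of T cell genes, blood progenitor genes and X-linked genes that escape inactivation were written before those genes were looked at.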

Results

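RNA-seq profiles were obtained from splenic Treg cells in 6 libraries: 2 WT, 2 labelled Cdc42+/- and 2 labelled Cdc42-/-. They held between 8556576 and 17796100 reads in genes. Replicates differed by more than sampling noise in every genotype, with a chi-square per gene of 15.1 for WT, 6.37 for Cdc42+/- and 45.6 for Cdc42-/-, where pure counting error gives about 1. The median SD of a gene on the log2(RPKM + 1) scale was 0.11 in WT, 0.08 in Cdc42+/- and 0.22 in Cdc42-/-. Values below are mean RPKM ± SD over the 2 libraries of a genotype unless stated otherwise, and adjusted p-values come from limma.

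Cdc42 (gene ID 12540), the targeted gene, was examined first as a check of the labels. Its level was 166 and 161 RPKM in the WT libraries, 164 and 156 RPKM in the libraries labelled Cdc42+/-, and 122 and 173 RPKM in the libraries labelled Cdc42-/-. The log2 fold change against WT was -0.03 (SE 0.17, adjusted p 0.999) for Cdc42+/- and -0.17 (SE 0.17, adjusted p 0.550) for Cdc42-/-. Neither difference exceeded the spread between replicates. Replicate 1 set the sign of the second: without it, the value was 0.08. Between 4061 and 8320 reads per library lay behind these values, so depth was not limiting. The value sums the reads over all 3004 nt counted for the gene and cannot show the loss of a part of it. The genotype is therefore known from the labels alone, and every direction given below is that of the libraries so labelled. In the authors' deposited table the log2 fold changes of Cdc42 were -0.06 and -0.20, with adjusted p-values of 0.903 and 0.799.

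**Figure D1:**
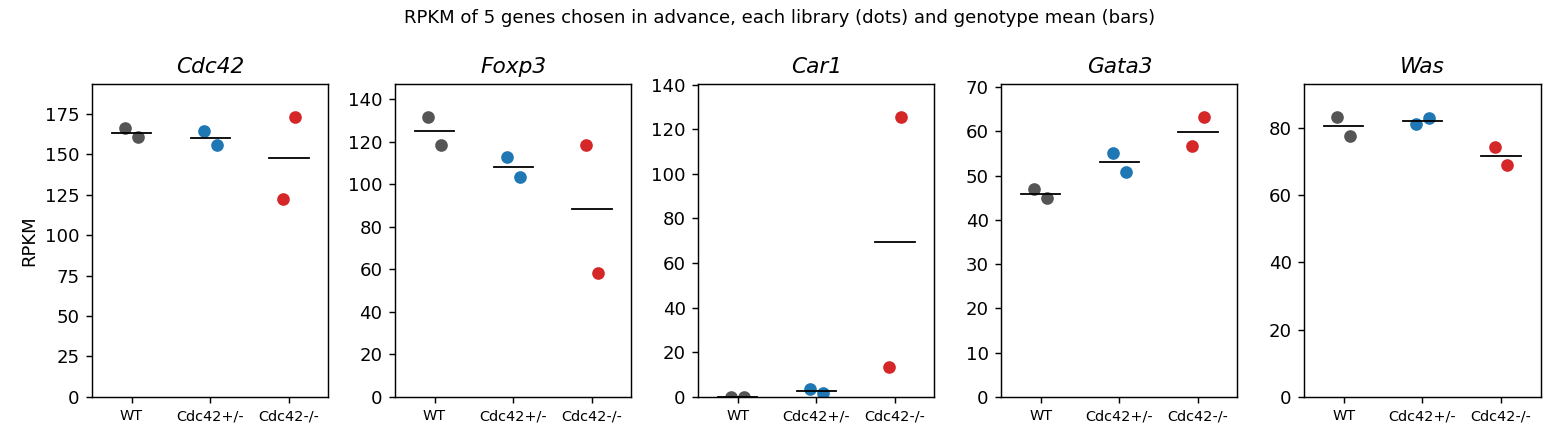
RPKM of Cdc42, Foxp3, Car1, Gata3 and Was (vertical axes, each starting at 0) in the 2 libraries of each labelled genotype (dots), with the genotype mean (bars). Cdc42 lay between 122 and 173 RPKM in all 6 libraries, while Car1 rose from 0 reads in WT to 13.6 and 125 RPKM in Cdc42-/-.

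The comparison of Cdc42+/- with WT asked which genes respond to the loss of 1 allele. None of the 12233 genes passed an adjusted p of 0.05. An unadjusted p under 0.05 was found for 529 genes, and the smallest adjusted p was 0.206. A calibrated test would give 612 such genes by chance, but the shared fit was strict here: in simulated unchanged groups with genotype-specific spreads, 1.53% of genes had such a p. With only the WT and Cdc42+/- libraries, 1299 genes had one. This count depended on which libraries entered the fit: with only the WT and Cdc42+/- libraries 60 genes passed, 46 of them higher in Cdc42+/-, and limma's array weights, chosen after seeing the data, gave 88. The authors' deposited table lists 333 genes past 0.05 for this comparison, 251 higher and 82 lower, and 56 of the 60 genes are among them. The 3 genes with the smallest p were Rab6b, Cdc25b and Xist. Rab6b (gene ID 270192) fell from 11.4 ± 0.0356 RPKM in WT to 1.57 ± 0.210 RPKM (log2 fold change -2.27, SE 0.20, adjusted p 0.206). Cdc25b (gene ID 12531) rose from 18.5 ± 0.0239 to 43.4 ± 1.78 RPKM (1.19, SE 0.11, adjusted p 0.206). Xist (gene ID 213742), the RNA that silences 1 X chromosome in female cells, was at 0.662 ± 0.656 RPKM in WT and 96.3 ± 4.18 RPKM in Cdc42+/- (5.93, SE 0.62, adjusted p 0.206). All 3 passed in the fit of WT and Cdc42+/- alone. Over 13 alternatives their adjusted p ranged from 0.00429 to 0.461 for Rab6b, from 0.00294 to 0.461 for Cdc25b and from 0.000420 to 0.461 for Xist.

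The sex-linked genes differed between the labelled genotypes. Ddx3y on the Y chromosome was at 37.7 and 42.4 RPKM in WT, 0.126 and 0 in Cdc42+/-, and 0.0974 and 27.5 in Cdc42-/-. Xist was at 87.4 RPKM in replicate 1 of Cdc42-/- and at 21.2 RPKM in replicate 2, where Y-linked genes were also high. The comparison of Cdc42+/- with WT was thus also a comparison of libraries with different sex-linked expression. The libraries of these genotypes alone cannot separate genotype from sex. A fit of all 6 libraries with a term for sex was not run. That term would rest on the difference between the Cdc42-/- libraries, of which replicate 2 had both Xist and Y-linked reads. Replicate 2 of Cdc42-/- also carried RNA of myeloid genes, such as Lyz2 at 600.2 RPKM against 9.75 RPKM in replicate 1 and at most 7.28 RPKM in the other genotypes.

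**Figure D2:**
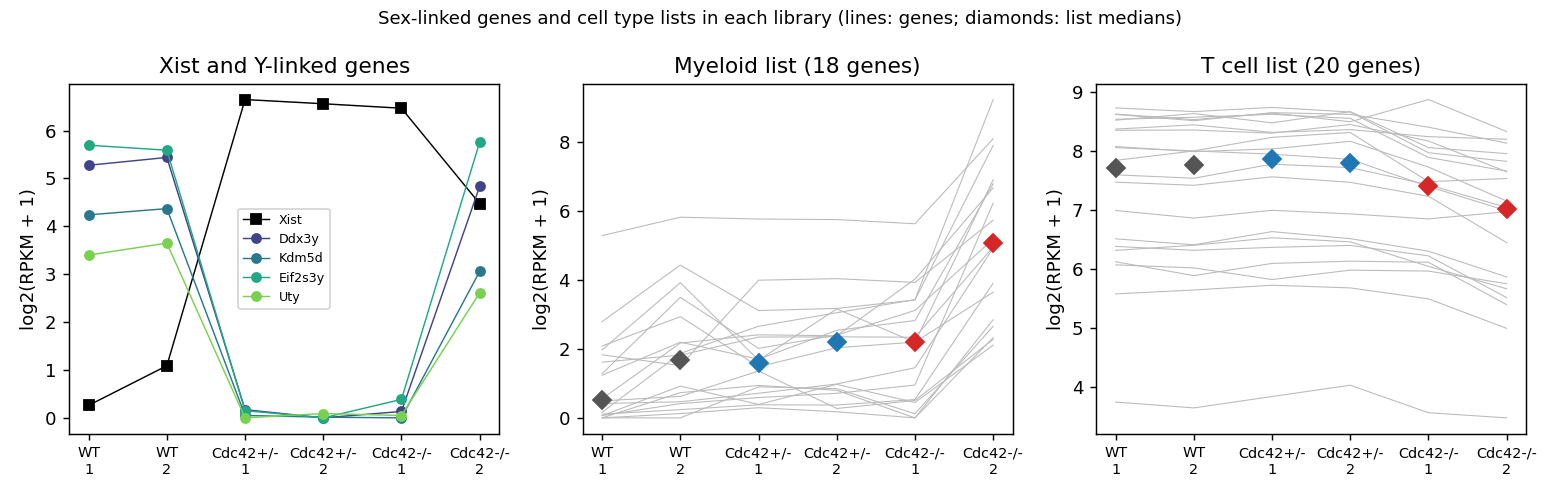
Expression as log2(RPKM + 1) (vertical axes) in each library (horizontal axes, genotype and replicate): Xist and 4 Y-linked genes (left), the 18 genes of a myeloid list (middle) and the 20 genes of a T cell list (right). Lines are genes and diamonds are list medians. Both WT libraries had Y-linked reads, both Cdc42+/- libraries and Cdc42-/- replicate 1 had Xist, and Cdc42-/- replicate 2 had both, together with the highest myeloid median.

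The comparison of Cdc42-/- with WT asked which genes respond to the loss of both alleles. It cannot separate genotype from the sex-linked difference or from RNA of other cells. Replicate 1 of Cdc42-/- had Xist where both WT libraries had Y-linked reads. Replicate 2 had both, together with myeloid RNA. The comparison gave 1398 genes past an adjusted p of 0.05, 839 higher and 559 lower in Cdc42-/-. The shared fit was liberal here. In simulated libraries with genotype-specific spreads, 9.08% of the unchanged genes had an unadjusted p under 0.05, and 18 of 11995 passed the adjusted threshold. The excess of higher genes depended on the scaling: with upper-quartile scaling, which moved the median log2 fold change of all genes from 0.01 to -0.06, 735 were higher and 723 lower. In 1398 of these genes the libraries of both genotypes did not overlap, which also held for 56.0% of all genes tested, where chance gives 33.3%. The alternative that moved the count most was the fit without the Cdc42+/- libraries, with 536 genes, of which 534 were among the 1398. With an absolute log2 fold change of at least 1 required as well, 782 genes remained. The authors' deposited table lists 1265 genes past 0.05, 876 higher and 389 lower. Of these, 896 were among the 1398, and 896 had the same direction in both.

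Among the genes past the threshold that met the naming rule, Car1, Gzmb, Xist and Lgals3 had the highest log2 fold changes. The myeloid gene Lyz2 was higher by 5.31 but fell short of the threshold (adjusted p 0.103). Car1 (carbonic anhydrase 1, gene ID 12346) had 0 reads in both WT libraries and stood at 13.6 and 125 RPKM in Cdc42-/- (adjusted p 0.0178). Its mean was at least 338-fold above the WT floor, and most of it came from replicate 2. The call was lost in the fit of WT and Cdc42-/- alone (adjusted p 0.0548) and with voom on the recovered reads (0.463), within a range of 0.00435 to 0.463 over 12 alternatives. Gzmb (granzyme B, gene ID 14939) rose from 2.17 ± 0.553 to 131 ± 35.3 RPKM (5.37, SE 0.23, adjusted p 0.00135). Xist rose to 54.3 ± 46.8 RPKM (4.80, SE 0.62, adjusted p 0.00753), with the sex-linked difference described above. Lgals3 (galectin 3, gene ID 16854) rose from 1.17 ± 0.653 to 63.7 ± 47.3 RPKM (4.70, SE 0.52, adjusted p 0.00451), with 30.3 RPKM in replicate 1 and 97.1 in replicate 2. Voom on the recovered reads left Lgals3 short of the threshold (0.0803, the upper end of a range that starts at 0.00220).

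Under the same rule, the genes with the lowest log2 fold changes were Snord90, Nrn1, Rab6b and Mir6999. Snord90 is a small nucleolar RNA of 68 nt within Rc3h2, and Mir6999 is a microRNA of 61 nt within Dgkz. Both rested on few reads. Snord90 had 15 and 16 reads in WT and 0 in both Cdc42-/- libraries (adjusted p 0.00166), at least 4.69-fold lower. Mir6999 had 9 and 17 reads in WT and 2 and 0 in Cdc42-/- (adjusted p 0.0474), at least 4.25-fold lower, and 10 of its 12 alternatives lost the call (range 0.0466 to 0.259). That bound was computed from the WT mean, which leaned on replicate 2 (32.6 RPKM, against 9.27 RPKM in replicate 1). Snord90 lost the call with voom (0.0765, in a range from 0.00112). Nrn1 (neuritin 1, gene ID 68404) fell from 19.5 ± 0.768 to 0.741 ± 0.575 RPKM (-3.60, SE 0.26, adjusted p 0.00173). Rab6b, which fell in Cdc42+/- too, reached 0.246 ± 0.0775 RPKM (-3.32, SE 0.20, adjusted p 0.00144).

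The comparison of Cdc42-/- with Cdc42+/- asked what the loss of the second allele adds. Here too, replicate 2 of Cdc42-/- carried Y-linked and myeloid RNA, of which the Cdc42+/- libraries had little. The comparison gave 1006 genes, 573 higher and 433 lower in Cdc42-/-. Only 276 passed in the fit without the WT libraries, and 271 of these were among the 1006. Fos (gene ID 14281) rose from 2.18 ± 1.19 to 74.5 ± 67.3 RPKM (4.26, SE 0.72, adjusted p 0.0230) and Jun (gene ID 16476) from 1.88 ± 0.231 to 45.3 ± 37.5 RPKM (3.72, SE 0.56, adjusted p 0.0173). Replicate 2 was the higher of the Cdc42-/- libraries for both, at 122 and 71.8 RPKM against 26.9 and 18.8 RPKM. Both lost the call in the fit of Cdc42+/- and Cdc42-/- alone (0.0662 and 0.0618), with ranges of 0.0134 to 0.0671 for Fos and 0.00892 to 0.0618 for Jun. Gzmb rose by 4.26 (SE 0.23, adjusted p 0.00489) from 5.83 ± 0.732 RPKM, and Gzma by 3.65 (SE 0.49, adjusted p 0.0135, but 0.0563 with voom, in a range from 0.00983) from 0.807 ± 0.328 to 23.8 ± 14.6 RPKM. Among the lowest, Tbc1d4 (gene ID 210789) fell from 49.1 ± 1.105 to 6.57 ± 0.570 RPKM (-2.73, SE 0.12, adjusted p 0.00333), Nrn1 fell by 3.398 on the log2 scale (SE 0.26, adjusted p 0.00808), and Snord90 was at least 3.61-fold lower (adjusted p 0.00808). Rnu12, a small nuclear RNA of 150 nt, had 17 and 16 reads in Cdc42+/- and 0 in both Cdc42-/- libraries, at least 3.35-fold lower (adjusted p 0.00808). With voom, Snord90 (0.0892) and Rnu12 (0.0844) lost the call, each at the upper end of its range, which starts at 0.00253 and 0.00418. Of the genes past the threshold, 882 were shared with the comparison against WT, and 882 of these changed in the same direction. In simulated unchanged groups that share the Cdc42-/- libraries, sets of the same sizes taken by rank shared 619 genes with genotype-specific spreads and 285 with 1 spread.

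Whether both knockout genotypes moved the same genes was asked by correlating their log2 fold changes against WT across the 12233 genes, which are not independent replicates. Pearson's r was 0.471. Unchanged groups compared with the same WT libraries gave a mean r of 0.390 in 100 simulations with genotype-specific spreads (upper limit of their two-sided 0.05 range 0.433), and 0.498 with 1 spread for all genotypes, so that the value did not stand apart from that of a shared control under both assumptions. When each knockout genotype was compared with a different WT library, r was 0.380 with WT replicate 1 for Cdc42+/- and 0.145 with WT replicate 2, where the same upper limits were 0.0528 and 0.0404. Every simulation drew the noise of each gene independently, so it left out differences that move many genes together. Sex-linked expression is such a difference, with Xist above WT in both knockout genotypes. A value above these limits therefore does not show a shared response to the knockout. Among the 1398 genes past the threshold in Cdc42-/- against WT, 80.9% had a Cdc42+/- change in the same direction, and the simulations gave 80.1% (genotype-specific spreads) and 87.2% (1 spread).

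**Figure D3:**
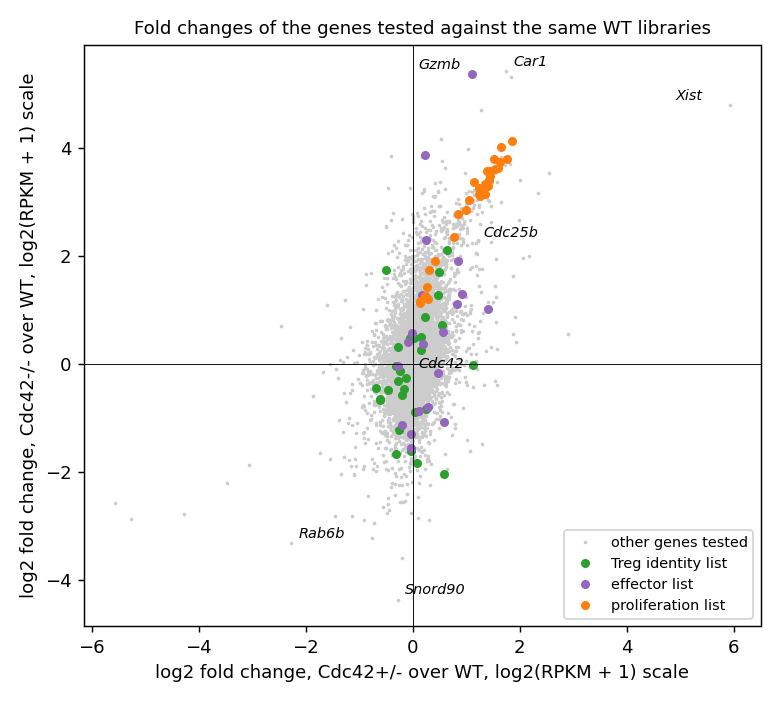
Log2 fold change of each gene tested in Cdc42-/- over WT (vertical axis) against Cdc42+/- over WT (horizontal axis), both on the log2(RPKM + 1) scale. Coloured points are the genes of 3 lists and grey points the other genes; the 30 proliferation genes lie above 0 on both axes, and r over all genes was 0.471.

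The lists fixed in advance separated the genotypes to different degrees. The proliferation list had a median log2 fold change of 1.29 in Cdc42+/- against WT, with 30 of 30 genes higher (fry adjusted p 0.0313), of 3.22 in Cdc42-/- against WT, with 30 of 30 higher (0.00838), and of 1.95 in Cdc42-/- against Cdc42+/-, with 30 of 30 higher (0.0109). Camera with an estimated correlation weakened these most, to an adjusted p of 0.207 in all 3, while a preset correlation lowered the adjusted p to 4.5e-24 or less. The mean log2(RPKM + 1) over the list was 2.56 ± 0.00 in WT, 3.66 ± 0.11 in Cdc42+/- and 5.48 ± 0.38 in Cdc42-/-, without overlap between the libraries of different genotypes. Over all genes tested, 0, 30 and 29 members passed in these 3 comparisons (24 had an unadjusted p under 0.05 in the first), and 23, 30 and 30 when adjusted over the list alone. The members with the smallest p in Cdc42-/- against WT were Mki67 (7.13 ± 0.851 in WT, 24.8 ± 4.55 in Cdc42+/- and 131 ± 18.6 RPKM in Cdc42-/-), Ccna2 (2.81 ± 0.495, 12.8 ± 1.49 and 67.1 ± 18.9), Top2a (13.1 ± 1.07, 35.7 ± 2.43 and 170.3 ± 46.3) and Ube2c (6.85 ± 0.813, 20.3 ± 0.394 and 88.1 ± 23.1). Their adjusted p was between 0.00135 and 0.00144 against WT. Aurkb, among the smallest p against Cdc42+/-, had 2.30 ± 0.315, 8.51 ± 0.110 and 46.0 ± 12.9 RPKM (2.28 against Cdc42+/-, adjusted p 0.00808).

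The effector list had a median of 0.23 in Cdc42+/- against WT (15 of 21 genes higher, fry adjusted p 0.0262), 0.58 in Cdc42-/- against WT (13 of 21 higher, 0.0109) and 0.25 in Cdc42-/- against Cdc42+/- (13 of 21 higher, 0.0934). In 2 of the genes WT was at the detection floor; with these at their bound the first median was 0.22 and the second stayed 0.58. Without Cdc42-/- replicate 2 the second median was 0.14. In simulated unchanged groups with genotype-specific spreads, fry gave an unadjusted p under 0.05 for this list in 15 of 100 draws of Cdc42-/- against WT, the smallest 0.00171, where the observed value was 0.00353. With 1 spread for all genotypes, fry did so in 6 of 100 draws, the smallest 0.0132. The observed value thus lay within the range of the draws with genotype-specific spreads and below all draws with 1 spread. The genotypes did differ in spread, with a median SD of a gene of 0.11 in WT, 0.08 in Cdc42+/- and 0.22 in Cdc42-/-. Genotype-specific spreads are therefore closer to these data. Camera called the list in Cdc42-/- against WT with neither a preset correlation of 0.01 (0.304) nor an estimated one (0.412). Over all genes tested, 7 members passed in Cdc42-/- against WT (5 higher, 2 lower) and 13 when adjusted over the list alone, so the list moved in both directions. Gzma rose with Gzmb (3.88, SE 0.49, adjusted p 0.00668, but 0.0738 with voom, in a range from 0.00419), while Tnf fell from 21.2 ± 2.44 to 9.28 ± 2.73 RPKM (-1.13, SE 0.21, 0.0248). Against Cdc42+/-, 6 members passed over all genes tested (3 higher, 3 lower) and 11 over the list alone. Stat4 fell by 0.97 on the log2 scale (SE 0.18, adjusted p 0.0270) from 51.4 ± 4.32 to 26.0 ± 6.38 RPKM. The calls of Tnf against WT and of Stat4 against Cdc42+/- were lost in the fits of only the genotypes compared (0.0749 and 0.0861), and the lowest values over their alternatives were 0.0174 and 0.0180. In Cdc42+/- against WT, 0 members passed by either adjustment, with 4 at an unadjusted p under 0.05.

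The Treg identity list did not pass in any comparison. Its median was -0.04 in Cdc42+/- against WT (13 of 29 genes higher, fry adjusted p 0.849), -0.26 in Cdc42-/- against WT (11 of 29 higher, 0.0934) and -0.01 in Cdc42-/- against Cdc42+/- (14 of 29 higher, 0.0934). Without Cdc42-/- replicate 2, the second value was 0.02. Single members moved in both directions: over all genes tested, 0 members passed in Cdc42+/- against WT (10 had an unadjusted p under 0.05), 15 in Cdc42-/- against WT (6 higher, 9 lower) and 10 in Cdc42-/- against Cdc42+/- (3 higher, 7 lower), and 5, 20 and 16 when adjusted over the list alone. In Cdc42-/- against WT, Izumo1r (folate receptor 4) fell from 364 ± 12.4 to 114 ± 0.732 RPKM (-1.67, SE 0.10), Nt5e (CD73) from 50.6 ± 3.68 to 11.7 ± 1.498 RPKM (-2.03, SE 0.13) and Cd83 from 43.98 ± 2.86 to 11.7 ± 1.37 RPKM (-1.83, SE 0.15), while Icos rose from 39.9 ± 1.79 to 177 ± 9.44 RPKM (2.12, SE 0.14). Their adjusted p lay between 0.00144 and 0.00208. In Cdc42+/-, Nt5e stood at 76.9 ± 5.62 RPKM, above WT (0.59, SE 0.13), but short of the threshold (0.497, range over 13 alternatives 0.0541 to 0.746).

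**Figure D4:**
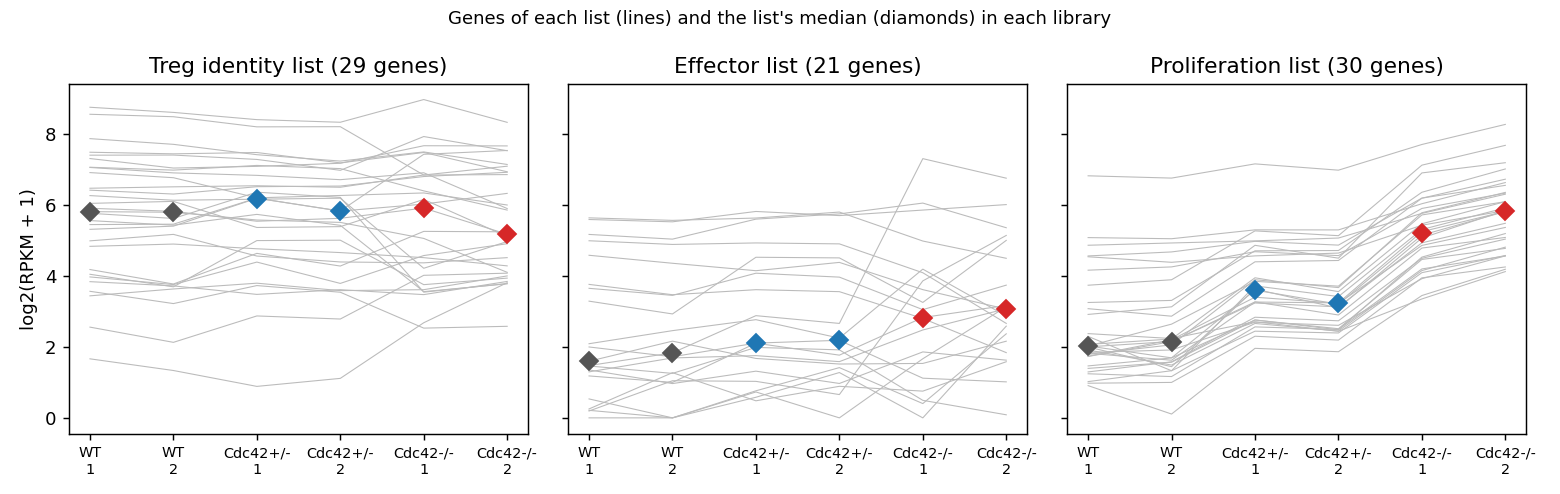
Log2(RPKM + 1) (vertical axis) of the genes of the Treg identity, effector and proliferation lists (lines) in each library (horizontal axis, genotype and replicate), with the list median (diamonds). The proliferation median rose from WT to Cdc42+/- to Cdc42-/-, while the genes of the Treg identity and effector lists went both ways.

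Of the remaining genes chosen in advance, Foxp3, Gata3 and Was passed the threshold in none of the 3 comparisons, and Car1 passed only in Cdc42-/- against WT. Foxp3 (gene ID 20371) was at 131 and 118 RPKM in WT, 113 and 103 RPKM in Cdc42+/-, and 118 and 58.4 RPKM in Cdc42-/- (-0.58 against WT, SE 0.31, adjusted p 0.262). The lower mean in Cdc42-/- came from replicate 2. Without that library the change was -0.07 against WT and 0.13 against Cdc42+/-. Car1 stood at 3.38 and 1.54 RPKM in Cdc42+/-, from 68 and 36 reads, at least 11.97-fold above the WT floor (adjusted p 0.999). The authors' deposited table gives Car1 an adjusted p of 1.67e-06 in that comparison. Against Cdc42+/-, the rise of Car1 in Cdc42-/- was 3.69 (SE 0.93, adjusted p 0.0652), and passed with array weights (0.0343, in a range up to 0.216). Gata3 (gene ID 14462) was at 45.9 ± 1.51, 53.0 ± 3.07 and 59.95 ± 4.60 RPKM in WT, Cdc42+/- and Cdc42-/-, without overlap between libraries of different genotypes (0.38 in Cdc42-/- against WT, SE 0.11, adjusted p 0.0790). Was (gene ID 22376), whose product binds Cdc42, was at 80.5 ± 3.91, 82.1 ± 1.11 and 71.7 ± 3.91 RPKM (-0.16 in Cdc42-/- against WT, SE 0.10, adjusted p 0.319).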

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

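The voom, array-weight, length and GC trend, and thinning alternatives were chosen after the results were seen, as was the use of some planned settings on further results. Tests with count models, planned for read counts, were not run because the values are RPKM. The fit of all 6 libraries shares 1 spread among genotypes, and that choice moved the counts most.

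For Cdc42+/- against WT, the count was 0 in the fit of all libraries (529 genes at an unadjusted p under 0.05). It was 60 with only the genotypes compared, 88 with array weights and 1 with voom, and 66 to 76 in the 2 fits that each left out a Cdc42-/- library. For Cdc42-/- against WT, 1398 became 536 with only the genotypes compared, 885 with array weights, 782 with an absolute log2 fold change of at least 1, and 547 to 550 without a Cdc42+/- library. For Cdc42-/- against Cdc42+/-, 1006 became 276 with only the genotypes compared, 587 with the log2 threshold, and 260 to 278 without a WT library. In simulated data with 1 spread for all genotypes, the fit of Cdc42-/- and WT alone recovered 85 of 100 genes changed 4-fold, against 87 with all libraries. With genotype-specific spreads it recovered 56 against 75, so that sharing the spread with the tighter Cdc42+/- libraries raised the calls there. The cause of each change in the data was not tested further. Leaving out a library of a compared genotype leaves that arm with 1 sample, so no count is given for it.

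The Cdc42 log2 fold change ranged over the fits that each left out 1 library from -0.0708 to 0.00861 for Cdc42+/- and from -0.416 to 0.0811 for Cdc42-/- against WT, and from -0.385 (without Cdc42-/- replicate 2) to 0.112 (without replicate 1) for Cdc42-/- against Cdc42+/-. For the last comparison Foxp3 ranged from -0.874 to 0.133 (without replicate 1 and without replicate 2). The sign of some small changes reversed, and the cause was not tested. Was in Cdc42+/- against WT was -0.0128 with upper-quartile scaling, and Snord90 was 0.249 with thinned reads. With 1 library left out, the values in Cdc42+/- against WT ranged from -0.0190 to 0.0789 for Was, -0.752 to 0.187 for Snord90, -1.62 to 0.0887 for Mir6999, -0.0693 to 0.239 for Cd83, -0.204 to 0.649 for Gzma, -0.890 to 0.0858 for Fos, -0.0648 to 0.249 for Rnu12 and -0.0949 to 0.0219 for Tbc1d4. None of these passed the threshold in that comparison.

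Among the lists, the effector list in Cdc42+/- against WT lost its call with at least 10 reads in every library (0.20, adjusted p 0.0726) and with camera and an estimated correlation (0.23, adjusted p 0.207), in a range from 0.00275. In Cdc42-/- against WT it lost the call with both forms of camera (0.58, adjusted p 0.304 with the preset and 0.412 with the estimated correlation, in a range from 0.00751). The proliferation list lost its calls with camera and an estimated correlation in Cdc42+/- against WT (1.29), Cdc42-/- against WT (3.22) and Cdc42-/- against Cdc42+/- (1.95), each at an adjusted p of 0.207 (ranges from 4.8e-35, 8.8e-28 and 4.5e-24, the preset correlation giving the lowest), and in the first with voom (1.55, adjusted p 0.0745). Its median was higher than 0 under every alternative tried. The Treg identity list in Cdc42-/- against Cdc42+/- reversed to 0.0179 with the length and GC trends removed and 0.0398 with thinned reads; its members go both ways.

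Over the 6 fits that each left out 1 library, the Treg identity median ranged from -0.122 to 0.00909 in Cdc42+/- against WT, from -0.528 to 0.0157 in Cdc42-/- against WT and from -0.185 to 0.133 in Cdc42-/- against Cdc42+/-. The effector median ranged from 0.143 to 0.409, 0.136 to 0.668 and -0.0619 to 0.483 in the same comparisons, and the proliferation median from 1.125 to 1.34, 2.97 to 3.47 and 1.70 to 2.25. Leaving out Cdc42-/- replicate 2 gave the lower end of the effector median in the last 2 comparisons and the upper end of the Treg identity median there. Where the third genotype lost a library, list calls fell short of the threshold: the effector list in Cdc42-/- against WT (adjusted p 0.0779 and 0.0872), and the proliferation list there (0.0687 both times) and against Cdc42+/- (0.0874 and 0.0704).

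The sample titles share a replicate number across genotypes, and residuals of samples with the same number correlated by 0.02, 0.20 and -0.03, which gives no pairing. With the replicate block, 1144 genes passed in Cdc42-/- against WT and 809 in Cdc42-/- against Cdc42+/-. The block moved the effector list in Cdc42+/- against WT to an adjusted p of 0.0518 (median 0.23) and the proliferation list to 0.0636 (median 1.29), and the Treg identity list to 0.0357 in Cdc42-/- against WT (median -0.26) and against Cdc42+/- (median -0.00870).

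The correlation of both sets of fold changes was 0.486 with a pseudocount of 0.1 and 0.367 by Spearman, each under the upper limit of the two-sided 0.05 range of its simulations (0.493 and 0.378), and 0.376 to 0.542 with 1 library left out. It was above that limit with at least 10 reads in every library (0.484 against 0.433), median-of-ratios (0.476 against 0.437) and upper-quartile scaling (0.480 against 0.442). The same held with no filter (0.466 against 0.435), trends removed (0.474 against 0.436), thinned reads (0.459 against 0.429) and the replicate block (0.471 against 0.430). With 1 spread for all genotypes, the simulations of the main fit gave a mean of 0.498. All of these simulations drew the noise of each gene independently, so their limits do not cover differences shared between genes.

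Over the named genes, the changes of Cdc42 against WT left aside, 1403 of the log2 fold changes under an alternative kept their direction and their side of the threshold, 64 fell short of it, 40 came to pass it, 6 moved by more than the replicate spread without a test, and 13 reversed.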

Other observations

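The tests of RNA of both sexes in 1 library, of Car1 in Cdc42+/-, of sex and of myeloid cells as causes of the proliferation result, and of the shared spread were chosen only after the result was seen, and the gene selection of the short-gene test was changed after its first result. The direction of each difference below is that of the libraries as labelled, since Cdc42 itself was not lower. No test here was repeated in other animals.

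Xist and the Y-linked genes separated the WT libraries from the libraries labelled Cdc42+/-, as described for Ddx3y. The sex of the mice is a candidate explanation. Of 5 X-linked genes that escape inactivation (5 of them above 5 RPKM in WT, 0 in other lists), 4 were higher in both Cdc42+/- libraries than in both WT libraries, with a median log2 difference of 0.55. For the genes that differ between Cdc42+/- and WT, genotype and sex cannot be told apart with the libraries of these genotypes alone. A fit with a term for sex, which would rest on the Cdc42-/- libraries, was not run, and a mislabelled sample was not tested.

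Replicate 2 of Cdc42-/- had Xist 18.9-fold above the higher WT library, while its Y-linked genes stood between 39.0% and 108% of the WT level (Ddx3y 27.5, Eif2s3y 53.1, Kdm5d 7.32 and Uty 5.11 RPKM). RNA of both sexes in 1 library may explain this, for example through pooled animals or a mix of samples; the labels give no pooling, and the data do not separate these possibilities.

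Myeloid markers were high in the same library. Of the 18 genes of the myeloid list (4 above 5 RPKM in WT, 0 in other lists), 18 were higher in replicate 2 than in replicate 1 of Cdc42-/-, with a median log2 difference of 2.63, or 2.57 with 3 genes at the floor in replicate 1 set to it. The most abundant were Lyz2 at 600.2, Cst3 at 272, S100a8 at 238 and S100a9 at 119 RPKM. Cells of another type in the library would also lower the share of T cell RNA: the T cell list (20 genes, 20 above 5 RPKM in WT, 0 in other lists) was lower in replicate 2 for 18 of 20 genes, with a median of -0.38. This is consistent with such cells, and the median would correspond to 76.7% T cell RNA relative to replicate 1. Whether they entered at sorting, or came together with the RNA of the other sex, was not tested.

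Foxp3 was lower in replicate 2 than in replicate 1 of Cdc42-/-. Dilution by cells without T cell RNA could account for part of this, but the log2 difference of Foxp3 was -1.01 and the median of the T cell list -0.38, a gap of -0.62, and 0 of the 20 T cell genes fell as far, the lowest at -0.79. The criterion set beforehand would have excluded dilution as the whole cause. Because it rests on 1 gene in 1 library, it is left open here. The other 28 Treg identity genes had a median difference of 0.06, with 12 of them lower in replicate 2.

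Car1 was high in both Cdc42-/- libraries, and highest in replicate 2. RNA of blood-forming progenitors is a candidate source: 16 of the 17 genes of the progenitor list (2 above 5 RPKM in WT, 0 in other lists) were higher in replicate 2 than in replicate 1, with a median log2 difference of 2.44, and 8 other erythroid genes with under 1 RPKM in WT rose by a median of 2.15, against 3.20 for Car1. The erythroid list as a whole (12 genes tested, 3 above 5 RPKM in WT, 2 in other lists) was higher in replicate 2 for 12 of 12 genes. For the 104 Car1 reads of the Cdc42+/- libraries the same source would predict 332 reads of those 8 genes, where 204 would come at the WT rate; 235 were found, more than the WT rate (Poisson p 0.0196) and fewer than predicted (1.3e-08). Both Poisson p-values cover counting error only, and neither value decides. Expression of Car1 by the Treg cells themselves stays open in both genotypes.

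The proliferation list was higher in Cdc42-/- than in WT. Sex as the whole cause is argued against by a further rise of 1.95 from Cdc42+/- to Cdc42-/-. Myeloid cells as the whole cause are argued against by the rise of 1.29 in Cdc42+/-, whose myeloid list lay only 0.33 above WT, and by a rise of 2.97 in Cdc42-/- replicate 1, whose myeloid list lay 0.24 above WT. Gene length or GC content as the whole cause is argued against by a median of 3.25 after trends with both were removed. More cycling cells in the sorted population may go with the labelled genotype, as a hypothesis found and tested on the same libraries. Whether these were Treg cells was not tested. In Cdc42-/- replicate 1 the medians of the erythroid, progenitor and plasma cell lists lay 1.03, 0.61 and 0.17 above WT. In Cdc42+/- the same medians lay 0.05, 0.10 and 0.56 above WT. Cells of these types as the source of the rise stay open. The labels give no batch, age or health of the mice, and none of these was tested.

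The number of genes past the threshold in Cdc42-/- against WT was 1713 once length and GC trends were removed and 1336 with all libraries thinned to the smallest, both within a factor of 1.5 of 1398, which argues against either as the whole cause. That no gene passed in Cdc42+/- against WT (529 had an unadjusted p under 0.05) may come from the spread of the Cdc42-/- libraries in the shared fit, since 60 genes passed without them. The median SD of a gene was 0.22 in Cdc42-/- and 0.08 in Cdc42+/-.

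Genes shorter than 300 nt with 0 reads, such as Snord90 and Rnu12 in Cdc42-/-, were tested against the lower depth of those libraries. The set of short genes decides nothing, because its choice fixes the outcome. Chosen first by a mean of at least 10 reads in WT and Cdc42+/-, which favours zeros in Cdc42-/-, 82 genes had 5 and 12 at 0 in the Cdc42-/- libraries after thinning to equal depth, and 4 in WT replicate 2. Chosen afterwards by the mean over the 6 libraries, which drops genes lost in Cdc42-/-, 67 genes had at most 3 at 0 in a Cdc42-/- library and 3 in WT replicate 2. Snord90 was in this second set, and Rnu12 and Mir6999 were not. For Snord90 and Rnu12 themselves, depth as the whole cause is argued against: with reads thinned to the smallest library, Snord90 stayed past the threshold in Cdc42-/- against WT (-4.17, adjusted p 0.00366) and against Cdc42+/- (-4.42, adjusted p 0.00855), as did Rnu12 (-2.93, adjusted p 0.00183, and -3.06, adjusted p 0.00839). WT replicate 2, with 8556576 reads, was shallower than both Cdc42-/- libraries and held 16 reads of Snord90 and 9 of Rnu12. Mir6999, with 2 and 0 reads in Cdc42-/-, lost its call against WT with thinned reads (adjusted p 0.0825). Snord90 and Rnu12 lost their calls with voom, at adjusted p-values between 0.0765 and 0.0892.

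The other lists were read as levels only. The B cell list (5 genes tested, 2 above 5 RPKM in WT, 0 in other lists) had a median of 41.2 RPKM in Cdc42-/- replicate 2 and between 2.46 and 7.56 RPKM in the other libraries. The plasma cell list (6 tested, 2 above 5 RPKM in WT, 1 in other lists) had a median of 16.4 RPKM there and 1.51 to 4.30 RPKM elsewhere. The CD8 and NK cell list (8 tested, 2 and 3) reached 3.85 RPKM there and 0.975 to 2.26 RPKM elsewhere, and the single platelet gene tested (0 and 0) 3.66 RPKM and 0.841 to 1.75 RPKM. The immediate early list (16 tested, 11 and 0) had medians of 33.3 and 55.1 RPKM in Cdc42-/- and 14.7 to 16.3 RPKM in the other genotypes. The interferon list (14 tested, 11 and 0) lay between 13.5 and 24.0 RPKM, the naive and memory list (10 tested, 10 and 0) between 81.2 and 142 RPKM, and the carbonic anhydrase list (8 tested, 1 and 2) between 0.759 and 5.39 RPKM. In each pair, the first number counts genes above 5 RPKM in WT and the second those that another list holds. The sex-linked list had 5 genes tested, 4 above 5 RPKM in WT and 0 in other lists.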
